# Soybean Toxin (SBTX) Impairs Fungal Growth by Interfering with Molecular Transport, Carbohydrate/Amino Acid Metabolism and Drug/Stress Responses

**DOI:** 10.1371/journal.pone.0070425

**Published:** 2013-07-22

**Authors:** Janne K. S. Morais, Oliver Bader, Michael Weig, Jose Tadeu A. Oliveira, Mariana R. Arantes, Valdirene M. Gomes, Maura Da Cunha, Hermogenes D. Oliveira, Daniele O. B. Sousa, Andre L. Lourencao, Ilka M. Vasconcelos

## Abstract

Soybean toxin (SBTX) is an antifungal protein from soybeans with broad inhibitory activity against the growth and filamentation of many fungi, including human and plant pathogenic species such as *Candida albicans*, *Candida parapsilosis*, *Aspergillus niger*, *Penicillium herquei*, *Cercospora sojina* and *Cercospora kikuchii*. Understanding the mechanism by which SBTX acts on fungi and yeasts may contribute to the design of novel antifungal drugs and/or the development of transgenic plants resistant to pathogens. To this end, the polymorphic yeast *C. albicans* was chosen as a model organism and changes in the gene expression profile of strain SC5314 upon exposure to SBTX were examined. Genes that were differentially regulated in the presence of SBTX were involved in glucose transport and starvation-associated stress responses as well as in the control of both the induction and repression of *C. albicans* hyphal formation. Transmission electron microscopy showed that *C. albicans* cells exposed to SBTX displayed severe signs of starvation and were heavily granulated. Our data were indicative of *C. albicans* cell starvation despite sufficient nutrient availability in the medium; therefore, it can be speculated that SBTX blocks nutrient uptake systems. Because neither the starvation signal nor the alkaline response pathway lead to the induction of hyphae, we hypothesise that conflicting signals are transmitted to the complex regulatory network controlling morphogenesis, eventually preventing the filamentation signal from reaching a significant threshold.

## Introduction

SBTX is a 44 kDa toxic protein isolated from soybean seeds that is lethal to mice (LD_50_ = 5.6 mg^.^kg^-1^ by intraperitoneal injection). We have previously shown that SBTX inhibits the mycelial growth of several phytopathogenic species, including *Cercospora sojina* and *C. kikuchii* [1]. Both of these fungi cause economically important diseases in soybeans [2], [3]. SBTX is also active against the clinically important yeasts *Candida albicans* and *C. parapsilosis* as well as the mould *Aspergillus niger* [4]. Moreover, SBTX reduces the growth rates of *Pichia membranifaciens* and *Kluyveromyces marxianus*. In addition to inhibiting the life cycles of fungi, SBTX causes cell wall disruption, condensation and shrinkage of the cytosolic compartment, formation of pseudohyphae and cell death [4]. It is noteworthy that the concentrations of SBTX required for inhibiting the growth of phytopathogenic fungi and pathogenic yeasts are far below the doses that are lethal to mice.

To gain better insight into the mechanisms by which plant proteins act on fungi and yeasts, *C. albicans* has been used as a model system [5], [6] because many similarities exist between the cell walls of the filamentous fungi and those of yeasts [7]. *C. albicans* is a polymorphic yeast considered to be the most prevalent opportunistic fungal pathogen in humans; it causes both superficial and life-threatening deep organ infections [8]. The majority of manifestations of candidiasis at both mucosal and systemic sites are associated with the formation of biofilms on inert or biological surfaces [9], [10]. The cells growing in these biofilms can be recalcitrant to current antimicrobial treatment regimens [11]. *C. albicans* biofilm development is dependent on the formation of mycelia [12]. Mycelial cells are also a prerequisite for invasive fungal growth in tissues and therefore for infection [13]. Thus, substances that hamper the development of yeast biofilms and/or the formation of mycelial cells are valuable as potential new drugs for the treatment microbial diseases [14].

Elucidating the mechanism by which SBTX acts on fungi and yeasts may therefore contribute to the design of novel antifungal drugs and/or to the development of transgenic plants resistant to pathogens. Therefore, the present study was undertaken to shed light on the mechanism of action of SBTX by using an oligonucleotide DNA microarray approach to identify differentially expressed genes. Additionally, transmission electron microscopy was employed to visualise ultrastructural alterations associated with the antifungal effects of SBTX on cells from *C. albicans* strain SC5314.

## Materials and Methods

### *C. albicans* growth conditions

*C. albicans* SC5314 was used in this study as a reference strain. Yeast cells were grown in Sabouraud's dextrose broth (SDB). Like many antifungal proteins and peptides, SBTX is ineffective in full-strength medium [15]. Therefore, for experiments involving treatment with the protein, a four-fold diluted SDB was used, allowing the protein to be fully active without significantly affecting the growth of any of the *C. albicans* strains used for this study. SBTX was purified as described previously [1]. Briefly, soybean defatted powder was extracted with 0.025 M Tris-HCl/0.005 M dithiothreitol (DTT), pH 7.5, (1∶5, m/v) for 3 h at 4°C under constant stirring and filtered through cheesecloth. The press cake was re-extracted for 2 h under the same conditions. After centrifugation at 21,000 *g* for 30 min at 4°C, the supernatant, denoted as the crude extract, was fractionated by saturation to 20-55% with solid ammonium sulphate. The precipitated proteins were dissolved in and dialysed against the extracting buffer and applied to a DEAE-cellulose column equilibrated with the same buffer. After elution of the unbound proteins, they were concentrated by precipitation with 90% ammonium sulphate, exhaustively dialysed against 0.025 M Tris-HCl/0.005 M DTT, pH 7.5, and applied to a CM-Sepharose column equilibrated with the above-mentioned buffer. The SBTX enriched fraction was eluted with 0.2 M NaCl added to the equilibrating buffer, concentrated with 90% ammonium sulphate, dialysed against 0.025 M Tris-HCl, pH 7.5, and applied to a Superdex 200 HR 10/30 column equilibrated with 0.025 M Tris-HCl containing 0.5 M NaCl, pH 7.5, from which the purified SBTX was obtained.

### Treatment of *C. albicans* SC5314 with SBTX

Yeast growth inhibition was performed following a protocol modified from Broekaert et al. [16]. The cells (1×10^4^ cells per 1.0 mL of 0.15 M NaCl) were incubated at 30°C in 200 µL microplate wells in the presence or absence of SBTX at final concentrations ranging from 50–400 µg•mL^−1^ in SDB/4. Optical readings at 600 nm were taken at time zero and every 15 min for 24 h. Each pair of samples (untreated and SBTX-treated cells) constituted a single experiment and three biologically independent experiments were performed.

For transcriptional profiling, the cells were grown in SDB/4 in the presence or absence of SBTX (200 µg•mL^−1^). The cultures were grown until they reached an OD_600_ of approximately 0.5, after 16 and 18 h, for untreated and SBTX-treated cells. The cells were harvested by centrifugation (3000 *g* at 25°C), snap-frozen in liquid nitrogen and stored at −80°C. Each pair of samples (untreated and SBTX-treated cells) constituted a single experiment and two biologically independent experiments were performed.

### Extraction of total RNA

RNA was extracted with an RNeasy Mini Kit (Qiagen, Düsseldorf, Germany) according to the manufacturer's instructions. The samples were quantified using standard spectrophotometry; an A260/280 ratio>1.8 was considered acceptable. The quality of the total RNA was determined with an Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA). The samples were utilised for further studies if the ribosomal 28S and 18S RNA bands were present.

### Microarray hybridisation

Microarrays were performed using the Low RNA Input Linear Amplification Kit Plus One-Color Protocol (Agilent Technologies, Waldbronn, Germany) and an Agilent One-Color RNA Spike-in Kit (Agilent Technologies, Waldbronn, Germany) following the manufacturer's standard procedure. Global gene expression analysis was performed using the *Candida* project custom 4×44 K design array (Agilent) [17] to span the complete open reading frame (ORF) set from assembly 21 (www.candidagenome.org) of the *C. albicans* genome (NCBI accession number GSE47364). A 600 ng sample of total RNA was used as starting material to prepare cDNA. cDNA synthesis and *in vitro* transcription (IVT) were performed according to the manufacturer's recommendations. The quantity and quality of the labelled amplified cRNA were determined using the NanoDrop ND-1000 UV-VIS Spectrophotometer (version 3.2.1). The hybridisations were performed for 17 h at 10 rpm and 65°C in a hybridisation oven (G2545A; Agilent Technologies, Waldbronn, Germany). Washing and staining of the arrays were performed according to the manufacturer's instructions. Cy3 intensities were detected by one-color scanning using an Agilent DNA Microarray Scanner (G2505B; Agilent Technologies, Waldbronn, Germany) at 5-micron resolution. The scanned image files were visually inspected for artefacts and subsequently analysed.

### Microarray data analysis

Intensity data were extracted using Agilent's Feature Extraction (FE) software (version 9.5.3.1). A quality control based on internal controls using Agilent's GE1_107_Sep09 protocol was included. 

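The brightness of the 8 arrays (untreated and SBTX-treated cells at 16 h and 18 h, in 2 experiments) differed widely in the extracted intensities. By the files, all 8 arrays lay on 1 slide and were read in 1 scan, with a grid of 192 rows and 82 columns per array. This layout, and the extraction protocol named in the files, differ from the array format and the quality control protocol given in the Methods, which was not settled here. In experiment 1 the median processed signal of the gene probes was 5984 for untreated cells at 16 h, 1862 for untreated cells at 18 h, 2134 for SBTX-treated cells at 16 h and 6438 for SBTX-treated cells at 18 h. In experiment 2 the corresponding medians were 262.7, 19.0, 63.5 and 118.8, so that the brightest array was 339.2-fold brighter than the dimmest. The share of gene probes well above background lay between 89.8% and 93.6% on the arrays of experiment 1 and between 50.6% and 85.2% on those of experiment 2, with the lowest share on the array of untreated cells at 18 h. No spot was saturated, and at most 17 spots per array were marked as outliers. The spike-in RNAs, which were added in known amounts as internal controls, varied less: the geometric mean of the 8 spike-in probes that were well above background on every array ranged 11.6-fold over the 8 arrays, whereas the 75th percentile of the gene probes ranged 307.6-fold. The row of the slide coincided with the treatment, with all untreated samples in 1 row and all SBTX-treated samples in the other, so that treatment and slide row cannot be told apart.

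**Figure D1:**
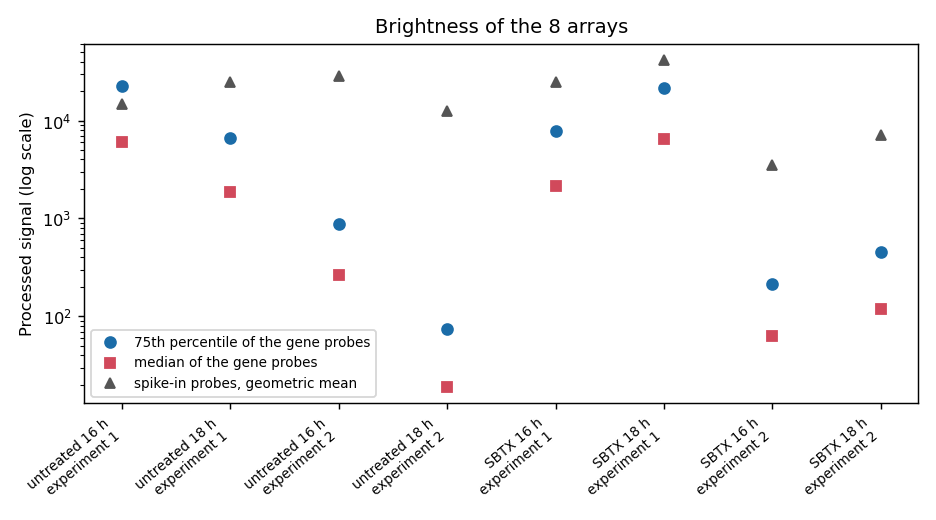
Processed signal of the 8 arrays on a log scale, by sample; circles show the 75th percentile and squares the median of the gene probes, and triangles the geometric mean of the spike-in probes. The gene probes of experiment 2 have medians between 19.0 and 262.7, all below the lowest median of experiment 1, 1862.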

All chips passed the quality control and were analysed using the Limma package [18] of Bioconductor [19]. The data reported here were generated in compliance with the MIAME guidelines and have been deposited in the Candida Genome Database, which is freely accessible at www.candidagenome.org. A reproducible fold-change of≥1.5 was used as a criterion for upregulation or downregulation [20]. Pathway analysis was performed with the tools available from candidagenome.org.

### Quantitative real-time RT-PCR assay

Total RNA (1 µg) was reverse-transcribed in a 25 µL reaction volume into first-strand cDNA using Superscript III and random hexamers (Invitrogen, Darmstadt, Germany). An aliquot (3 µL) of cDNA mix was added to 12.5 µL of iQ™SYBR® Green Supermix (Bio-Rad Laboratories, Hercules, CA) and 375 ng of primer solution in a final volume of 25 µL per reaction. The amplification efficiency was assessed using LinRegPCR [21]. The corresponding primer sequences are listed in Table 1. Real-time PCR analysis was performed in a Bio-Rad iCycler iQ5 (Bio-Rad, Munich, Germany) using the following cycling parameters: 10 min at 95°C, 40 cycles of 15 sec at 95°C and 1 min at 60°C. The resulting Ct values were normalised based on the mean of 18S rRNA gene expression.

**Table 1:** List of primers used for quantitative RT-PCR.

Target genes	Primer pairs (5′ to 3′)	Amplicon size (bp)
*RIM101*	fwd: 5′- AAGCGAGCAAACTCGATGAA -3′	118
	rev: 5′- GTGGAGCTTGTGCCATTTGT -3′	
*AOX2*	fwd: 5′- TGTTGGTCAAGGGGTTTTCA -3′	160
	rev: 5′- TGCCACTTCAGGGATTTTCA -3′	
*TUP1*	fwd: 5′- GTACAACCCAGCGTTCTCCA -3′	140
	rev: 5′- CAACTCTCCGGTGGTGACAT -3′	
*HGT1*	fwd: 5′- GGGCCACATTAATGGTGTTG -3′	145
	rev: 5′- CGATCACCATGAGCTTGGAT -3′	
18S rRNA	fwd: 5′- GACACGGGGAGGTAGTGACA -3′	120
	rev: 5′- GGGTCCAGTACGCATCAAAA -3′	

### Assessment of SBTX activity on the growth of *C. albicans* mutants

To assess whether deletion of the *RIM101* or *TUP1* genes enhanced or reduced the sensitivity of these yeast strains to SBTX, *C. albicans* mutant *tup1Δ/tup1Δ* [22] and *C. albicans* mutant *rim101Δ/rim101Δ* [23] cells were incubated with SBTX (200 µg·mL^−1^ final concentration) following the protocol described above. After incubation (36 h), the cells were evaluated under an optical microscope (Zeiss Axiovert 135, Carl Zeiss AG, Switzerland). Micrographs were captured with a digital camera (Sony, MCV-CD350 model, 3.2 megapixels).

### Transmission electron microscopy (TEM)

Wild type yeast cells were grown for 48 h in Sabouraud broth in the presence (400 µg·mL^−1^) or absence of SBTX. After incubation, the *C. albicans* cells were harvested and fixed in 2.5% (v/v) glutaraldehyde and 4% (v/v) paraformaldehyde in 0.05 M cacodylate buffer, pH 7.2, for 30 min at 25°C. After fixation, the samples were washed and post-fixed in 1% (m/v) osmium tetroxide in the above buffer for 1 h at 25°C. The samples were dehydrated in a graded acetone series (30, 50, 70, 90 and 100%, v/v) and embedded in Epon resin (Polybeded). Ultrathin sections (0.1 µm thickness) were cut using an ultramicrotome (Ultracut E 70 17 04, Reichert-Jung, Austria), fixed onto copper grids and stained with uranyl acetate for 10 min followed by lead citrate for 5 min. Visualisation of the cells was performed with a transmission electron microscope (ZEISS TEM 900) at 80 kV.

## Results

### Evaluation of SBTX-mediated *C. albicans* growth inhibition

SBTX prepared from soybeans inhibited the growth of *C. albicans* at concentrations ranging from 50-400 µg•mL^−1^ (Figure 1). The SBTX batch prepared during this study inhibited approximately 50% of the growth of *C. albicans* at a concentration of 200 µg•mL^−1^ (Figure 1). Therefore, this subinhibitory concentration of SBTX was used in subsequent experiments. Previous control experiments showed that other proteins (e.g., BSA) do not elicit this effect under these conditions [24].

**Figure 1:**
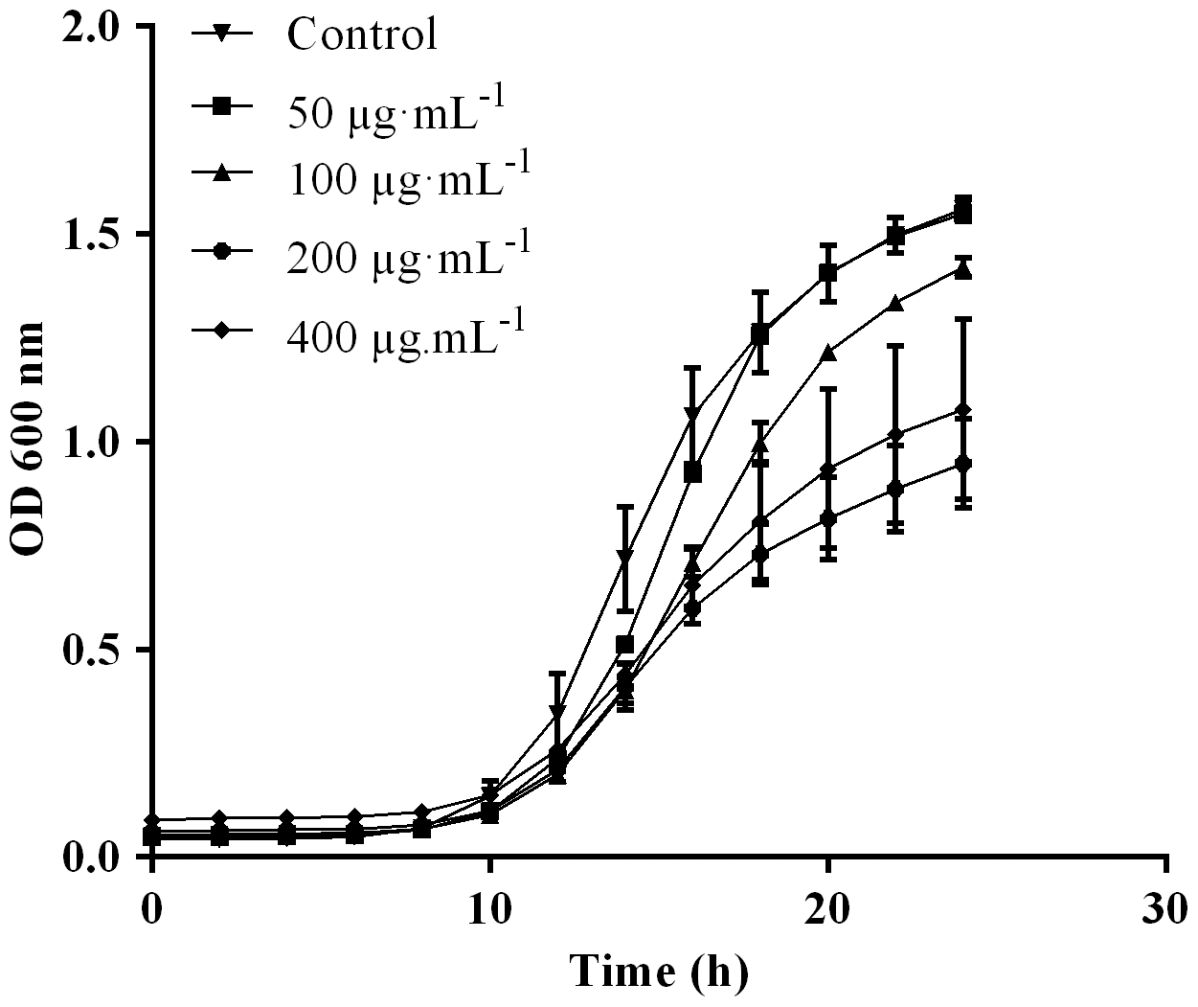
Growth inhibition assay of *C. albicans* exposed to SBTX (50–400 µg·mL^−1^). Fungal growth was measured based on absorbance at 600 nm, as described in the Materials and Methods. The control corresponds to cells grown in the absence of SBTX. Each point represents the mean of three estimates. The standard deviation was less than 10%.

### Changes in gene expression in response to SBTX exposure

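Transcript levels were measured in C. albicans SC5314, a reference strain of this yeast, grown with 200 µg per mL SBTX or without it for 16 h and for 18 h. Each of the 4 groups comprised 2 samples, from 2 independent experiments, and each sample was hybridised to its own array in the Cy3 channel. Each array carried 12404 probes of 60 bases for 6202 open reading frames, with 2 probes for each. The authors deposited the processed signal of each spot, an intensity after background subtraction, without scaling between arrays. Here it was taken as log2, each array's 75th percentile over the gene probes was subtracted, and spots marked as non-uniform or population outliers were left out. Probes were kept if they were well above background in both samples of at least 1 group, which left 10579 probes for 5442 genes, and the probes of a gene were averaged on the log2 scale. The criterion of the Methods was read as an SBTX/untreated ratio of at least 1.5-fold in the same direction in both experiments, with samples paired by experiment. Differences were also tested with limma on all 8 arrays (Benjamini-Hochberg adjusted p under 0.05). With 2 samples per group the precision is limited, and an exact permutation test of 2 against 2 cannot give a two-sided p below 0.333. That floor does not apply to limma, for which the spread between arrays mattered as well. In simulated data for 16 h with 200 changed genes, limma recovered 27 at the real spread and 187 at 0.25 times that spread. The changes were 2-fold or 4-fold, and the noise was drawn independently for each array. The effect that the samples of an experiment share in the real data was left out, so these numbers do not give the power there. Directions follow the deposited sample labels. The Methods can also be read as untreated cells at 16 h and SBTX-treated cells at 18 h, both at a like optical density, whereas the labels give both times for both treatments; the labels were followed. For SBTX-treated cells at 18 h against untreated cells at 16 h, limma called 0 genes, with 97 at an unadjusted p under 0.05. The files identify genes by open reading frame and do not pair these identifiers with gene names.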

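At 16 h, 217 genes were higher and 124 lower in SBTX-treated than in untreated cells by at least 1.5-fold in both experiments. If the experiments were unrelated, 107.8 higher and 55 lower genes would be met by chance, or 129.7 and 57.4 if they were unrelated among genes of like brightness (20 bins, a comparison chosen after seeing the data). In experiment 1 alone 911 genes differed by at least 1.5-fold, and in experiment 2 alone 2003, while 86 genes passed 1.5-fold in opposite directions. The correlation of the log2 ratios of the 2 experiments across genes, which are not independent replicates, was 0.26. The SD of the log2 ratios was 0.46 in experiment 1 and 0.79 in experiment 2. Among genes meeting the criterion, the median change was 2.06-fold upwards, and the median ratio of the lower genes was 0.50. In limma no gene reached an adjusted p under 0.05 in either direction, with or without the experiment as a block, and 89 genes had an unadjusted p under 0.05 where 272 are expected by chance, or 214 with the block. Without the block, the difference that the paired samples of an experiment share stays in the residual spread, which makes this test conservative. Its low count and high adjusted p-values are therefore no evidence that genes did not change. Of the alternatives, omitting the filter on dim probes changed the number of higher genes by the most genes among those that kept both experiments, to 635. Of the genes meeting the criterion, orf19.1757 had the highest computed mean log2 change and orf19.6993 the lowest, but both places rest on signals that were not well above background in 1 of the 2 samples of the dimmer group. The ratio of orf19.1757, which rests on 1 probe, was 2.09 in experiment 1 and at least 9.34 in experiment 2, where the untreated sample was not well above background. Its other probe, which was not kept, was not well above background in either SBTX-treated sample of 16 h and gives no fold. In that of experiment 2 its signal was 4.36, against 27.0 for the kept probe, so the bound is not borne out by both probes. The level of orf19.6993 was 1.81-fold lower in experiment 1 and at least 7.31-fold lower in experiment 2, where the SBTX-treated sample was not well above background. Limma called neither gene (adjusted p = 0.999 for both).

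**Figure D2:**
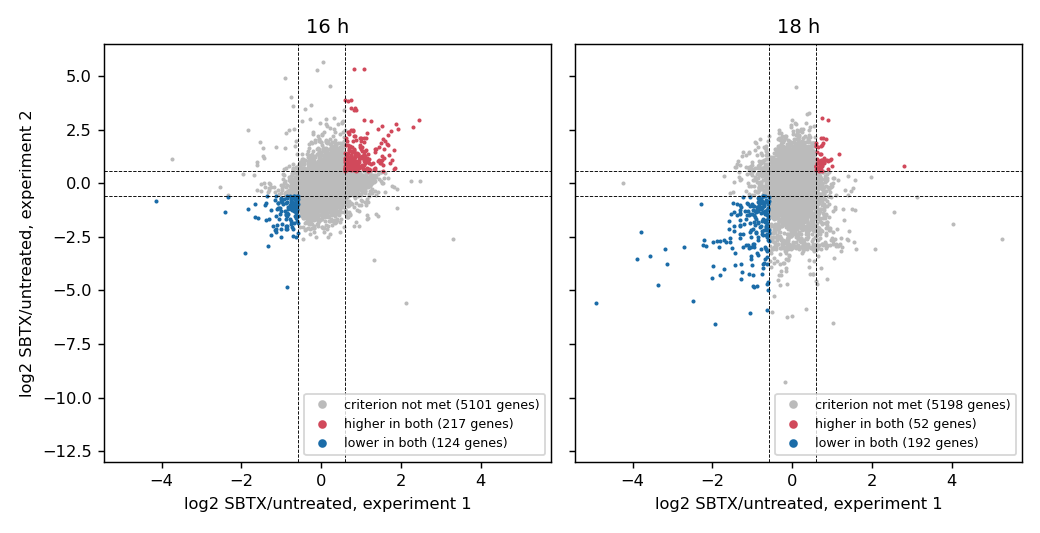
Log2 SBTX/untreated ratio of each gene in experiment 1 (x axis) and experiment 2 (y axis), at 16 h (left) and 18 h (right); dashed lines mark 1.5-fold and colours the genes that passed it in the same direction in both experiments. At 16 h 217 genes were higher and 124 lower, and at 18 h 52 were higher and 192 lower.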

A total of 39 genes were upregulated and 22 genes were downregulated in response to 16 h of SBTX treatment. 

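At 18 h, 52 genes were higher and 192 lower in SBTX-treated cells by the same criterion, 244 in all, against 83.5 higher and 105.9 lower genes for unrelated experiments, or 54.1 and 156.9 among genes of like brightness. A further 230 genes passed 1.5-fold in opposite directions in the 2 experiments, where 188.2 would be met by chance, or 235.4 at like brightness. The log2 ratios of the experiments correlated less at this time (0.11 across genes), and their SD was 0.45 in experiment 1 and 1.18 in experiment 2. Of the 52 higher genes, 11 were well above background on all 4 arrays of this time, as were 88 of the 192 lower genes. Without a block, limma called no gene, with 91 at an unadjusted p under 0.05. With the experiment as a block it called 2 genes, both lower, and 353 had an unadjusted p under 0.05. The highest computed mean log2 change was that of orf19.1738.1, which was 1.85-fold higher in experiment 1 and at least 1.93-fold higher in experiment 2, where the untreated sample was not well above background. Its limma adjusted p was 0.945. Without that untreated sample its log2 change was 0.59, with both SBTX-treated samples set against the untreated sample of experiment 1. The lowest computed mean was that of orf19.701, whose kept probe was not well above background in either SBTX-treated sample, so that its fall is only bounded, at 8.59-fold or more, and its place in the order is not measured. It is 1 of the 2 genes called with the block, in a test that used these signals as they stand. Between the times, 2 genes were higher and 35 lower at both, where 2.1 and 4.4 would be shared by chance, or 1.7 and 6.1 at like brightness. Another 20 genes were higher at 16 h and lower at 18 h, where 17.4 would be met at like brightness, and 0 were lower at 16 h and higher at 18 h. The mean log2 changes at 16 h and 18 h correlated with r = 0.13 across genes. The 2 means come from the same 2 experiments: within experiment 1 the ratios of the 2 times correlated at 0.098 and within experiment 2 at 0.121, but between the experiments at 0.033 and 0.048. The interaction of treatment and time reached an adjusted p under 0.05 for 0 genes in limma (36 at an unadjusted p under 0.05), and for 2 with the block (209). The paper sorts the genes that passed its criterion at each time into functional categories.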

After 18 h, 51 genes displayed altered expression; some of these genes overlapped with the genes that displayed altered expression after 16 h of SBTX treatment. Table 2 shows select genes that were upregulated in response to SBTX exposure for 16 h and 18 h. For quality control, qRT-PCR was conducted using four genes that were highly upregulated in the microarray analysis, namely *RIM101, TUP1, AOX2* and *HGT1*. The upregulation of these genes was confirmed by qRT-PCR. The expression levels of these genes were found to be increased by 123.64-fold, 25.46-fold, 13.83-fold and 8.63-fold (absolute values), respectively, after 16 h.

**Table 2:** Selected *C. albicans* genes upregulated in response to SBTX exposure.

Gene ontology (GO)/genes†	Gene name†	Fold change‡				
		16 h		18 h		
*Small molecule transport (13 out of 985 genes)*						
High-affinity glucose transporter	*HGT1*	2.28			5.31	
Putative glucose transporter	*HGT7*	3.69			-	
Putative glucose transporter	*HGT2*	2.24			4.78	
Basic amino acid permease	*CAN1*	2.53			-	
High-affinity glucose transporter	*HXT5*	-			3.73	
Putative nicotinic acid transporter	*TNA1*	2.81			-	
Protein similar to amino acid permeases	*GAP2*	-			2.47	
Putative high-affinity maltose transporter	*MAL31*	1.90			-	
Glycerol permease	*HGT10*	-			1.85	
Putative peroxisomal ubiquitin conjugating enzyme	*PEX4*	1.91			-	
Putative Golgi v-SNARE	*SFT1*	1.73			-	
Putative nicotinic acid transporter	*TNA1*	2.81			-	
Essential protein involved in endocytosis	*PAN1*	-			2.36	
*Carbohydrate metabolic process (9 out of 251 genes)*						
UDP-glucose 4-epimerase	*GAL102*	-			1.87	
Phosphoenolpyruvate carboxykinase	*PCK1*	-			1.75	
UDP-glucose 4-epimerase	*GAL10*	1.78			2.54	
Putative galactose-1-phosphate uridyl transferase	*GAL7*	-			1.92	
Galactokinase	*GAL1*	-			1.82	
Mitochondrial ADP/ATP carrier protein	*PET9*	1.90			-	
Isocitrate lyase	*ICL1*	-			3.22	
3-hydroxyacyl-CoA epimerase	*FOX2*	2.35			-	
Malate synthase	*MLS1*	1.94			-	
*Stress response (7 out of 778 genes)*						
Transcription factor involved in alkaline pH response	*RIM101*	2.30				-
Calcineurin-regulated C2H2 zinc-finger transcription factor	*CRZ1*	1.93				-
UDP-glucose 4-epimerase	*GAL10*	1.78				2.54
Transcriptional corepressor	*TUP1*	-				1.96
Adhesin	*ALS1*	-				1.69
Adhesin	*ALS4*	-				2.16
Small heat shock protein involved in stress response	*HSP21*	-				2.65
*Cellular respiration (2 out of 89 genes)*						
Alternative oxidase	*AOX2*	3.9				4.77
Mitochondrial ADP/ATP carrier protein	*PET9*	1.9				-
*Filamentous growth (7 out of 540 genes)*						
UDP-glucose 4-epimerase	*GAL10*		1.78	2.54		
Transcription factor involved in alkaline pH response	*RIM101*		2.30	-		
Cyclin-dependent protein kinase regulator activity	*PCL5*		2.04	-		
Transcriptional corepressor	*TUP1*		-	1.96		
Putative serine/threonine kinase	*SHA3*		-	1.72		
Adhesin	*ALS1*		-	1.69		
Adhesin	*ALS4*		-	2.16		
*Arginine biosynthesis (2 out of 129 genes)*						
Argininosuccinate synthase	*ARG1*		1.90	-		
Putative ornithine carbamoyltransferase	*ARG3*		1.86	-		
*Others (31 out of 459 genes)*						
16 genes of unknown function or others			>1.5			
15 genes of unknown function or others				>1.5		

† Gene names and gene ontology according to the *Candida albicans* genome database (CGD). ‡ Absolute values>1.50 indicate that genes were upregulated in *C. albicans* in the presence of SBTX compared with *C. albicans* cultured without SBTX.

Among the 61 genes that were differentially expressed at 16 h, 26.2% (16 genes) were associated with the regulation of biological processes. Of particular interest were those involved in transport (19.7%, 12 genes), organelle organisation (14.8%, 9 genes), filamentous growth (11.5%, 7 genes), response to stress (11.5%, 7 genes), response to drugs (9.8%, 6 genes) and carbohydrate metabolism (6.6%, 4 genes) (Figure 2A). Among the upregulated genes (Table 2), 9 were involved in small molecule (mainly hexose) import. Other metabolic processes affected were gluconeogenesis (*PCK1*) and galactose utilisation (*GAL10*). Moreover, the gene expression data showed that in the presence of SBTX, genes involved in stress responses and/or filamentation (e.g., *PCL5*, *RIM101*, *CRZ1* and *GAL10*) were upregulated. Among the downregulated genes (Table 3) were those involved in the cell cycle and cell surface (e.g., *PCL2*, *PES1*), amino acid and RNA metabolic processes (e.g., *NUP49*), cellular respiration (e.g., *TAR1*) and filamentous growth (e.g., *NOP15*).

**Figure 2:**
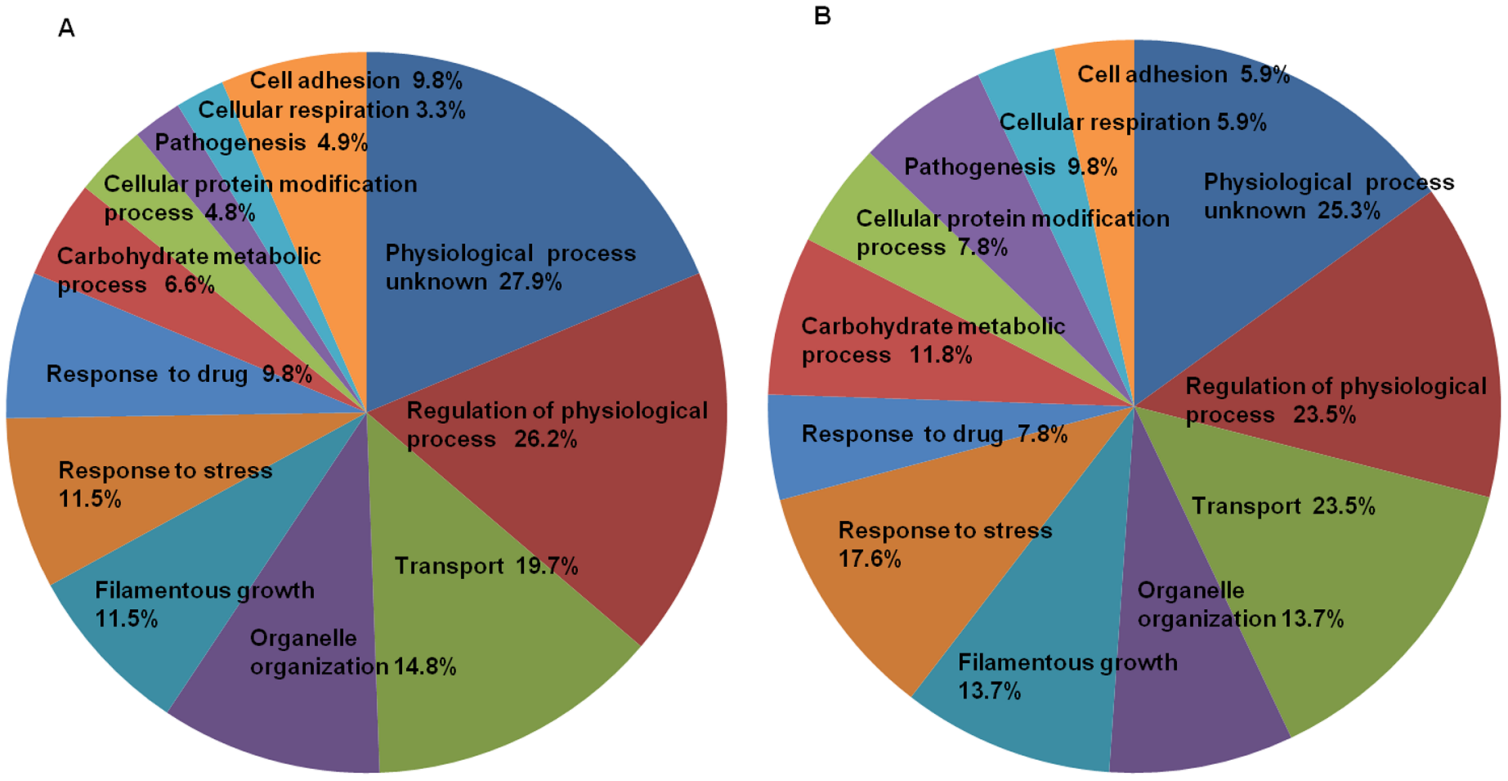
Functional categories of differentially expressed genes upon treatment with SBTX. Pie charts showing particular categories of *C. albicans* genes that were differentially expressed upon treatment with SBTX at 200 µg·mL^−1^ for 16 h (A) and 18 h (B). A total of 61 genes were clustered for 16 h and 51 genes were clustered for 18 h. The Candida Genome Database (CGD) gene ontology slim mapper was used to cluster these differentially expressed genes into categories (http://www.candidagenome.org/).

**Table 3:** Selected *C. albicans* genes downregulated in response to SBTX exposure.

Gene ontology (GO)/genes†		Gene name†	Fold change‡		
			16 h		18 h
*Cellular cycle and cell surface (6 out of 400 genes)*					
Cyclin homolog		*PCL2*	0.57		-
Pescadillo homolog		*PES1*	0.54		-
Putative histone H3		*HHT2*	-		0.37
Putative histone H3		*HHT21*	-		0.35
Putative histone H4		*HHF1*	-		0.47
Putative GPI-anchored protein		*PGA61*	-		0.52
*RNA metabolic processes (4 out of 723 genes)*					
Phosphoribosylanthranilate isomerase		*TRP1*	0.58	-	
Putative T subunit of glycine decarboxylase		*GCV1*	-	0.57	
Nuclear pore protein		*NUP49*	0.41	-	
Pescadillo homolog required for filament-to-yeast switching		*PES1*	0.54	-	
*Cellular respiration (2 out of 89 genes)*					
Component of mitochondrial ribosome		*MRP20*	0.49	-	
Ortholog of *S. cerevisiae* Tar1p		*TAR1*	0.34	-	
*Filamentous growth (3 out of 540 genes)*					
Pescadillo homolog required for filament-to-yeast switching		*NOP7*	0.54	-	
Nucleolar ribosome biogenesis factor		*NOP15*	0.37	-	
Protein required for growth in medium lacking phosphate		*PHO4*	0.61	-	
*Pathogenesis (1 out of 215 genes)*					
Cytoplasmic protein		*WH11*	-		0.50
*DNA metabolic process (3 out of 366 genes)*					
Involved in DNA replication		*PSF1*	-		0.55
Putative single-stranded DNA-binding protein		*RIM1*	-		0.49
Putative adenylate kinase		*ADK1*	0.49		-
*Ribosome biogenesis (3 out of 283 genes)*					
Nucleolar ribosome biogenesis factor		*NOP15*	0.37		-
Nuclear pore protein		*NUP49*	0.41		-
Predicted ribosomal protein		*RPL82*	0.56		-
*Organelle organisation (1 out of 918 genes)*					
Component of mitochondrial ribosome		*MRP20*	0.49		-
*Others (12 out of 459 genes)*					
7 genes of unknown function and others			<1.50		
5 genes of unknown function and others					<1.50

† Gene names and gene ontology according to the *Candida albicans* genome database (CGD). ‡ Absolute values<1.50 indicate that genes were downregulated in *C. albicans* in the presence of SBTX compared with *C. albicans* cultured without SBTX.

Of the 51 genes differentially expressed after 18 h, 23.5% (12 genes) were involved in the regulation of physiological process, 23.5% (12 genes) were involved in transport, 17.6% (9 genes) were involved in stress responses and 13.7% (7 genes) were involved in filamentous growth (Figure 2B). In addition to the genes that displayed differential regulation at 16 h, the filamentation-associated genes *TUP1*, *ALS4*, *SHA3* and *ALS1* were upregulated at 18 h (Table 3). Genes additionally downregulated were indicative of the transition of the culture to stationary phase (e.g., *PSF1, RIM1, HHT2, HHT21* and *HHF1)*.

### Assessment of SBTX activity on the growth of *C. albicans* gene deletion mutants

It has been well documented that SBTX inhibits the growth of *C. albicans* wild type strains [5]. SBTX-induced growth inhibition was also observed in *C. albicans tup1Δ/tup1Δ* (Figure 3B) and *rim101Δ/rim101Δ* deletion strains (Figure 3C). No SBTX-induced morphological changes were observed in wild type (Figure 4B), *tup1Δ/tup1Δ* (Figure 4D) or *rim101Δ/rim101Δ* (Figure 4F) cells when compared with their respective parental control strains (Figure 4A, C, E).

**Figure 3:**
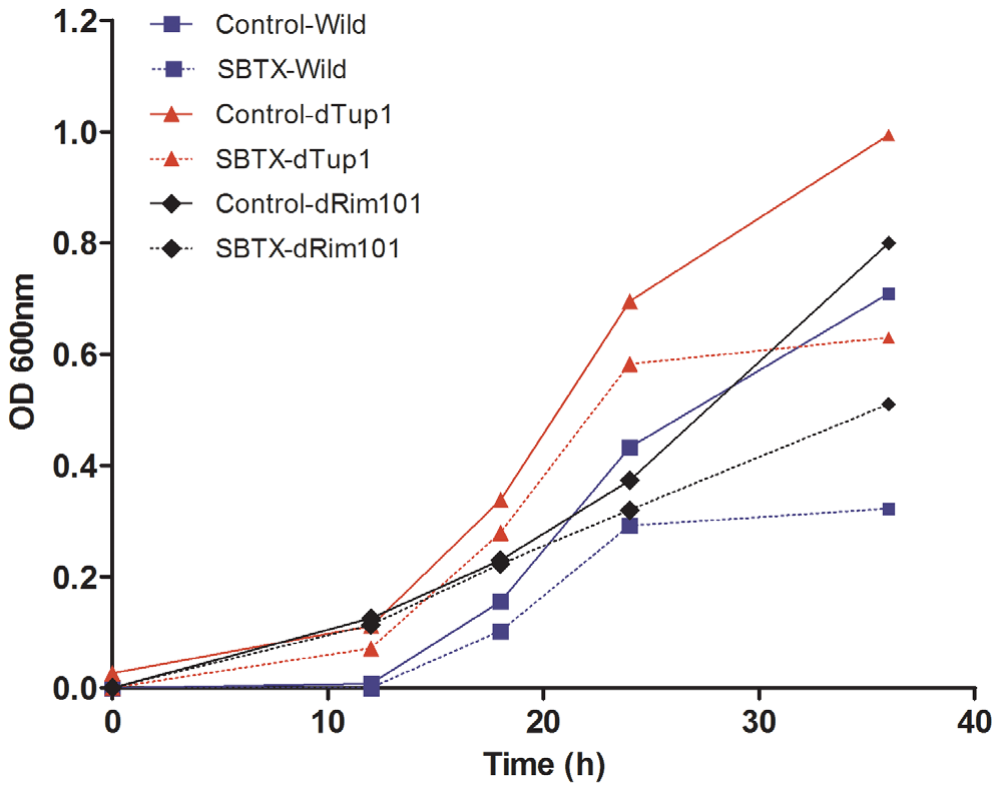
Growth curves of wild type and mutant *C. albicans* strains in the presence of SBTX. Wild type and mutant (*tup1Δ/tup1Δ* and *rim101Δ/rimΔ*) *C. albicans* strains were grown for 40 h in the presence or absence of SBTX (200 µg·mL^−1^).

**Figure 4:**
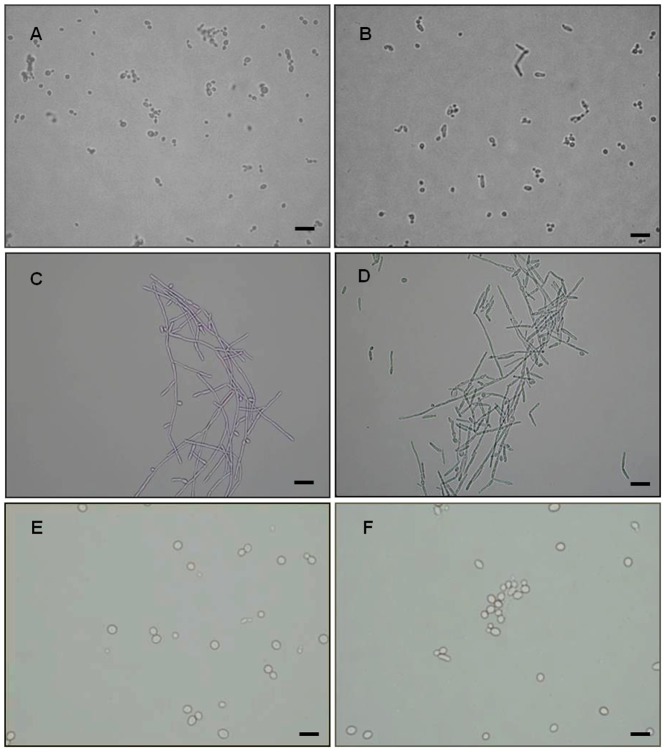
Light micrographs of wild type and mutant *C. albicans* strains in the presence of SBTX. Cells were incubated in the absence of SBTX (A, C, E) or in the presence of SBTX (B, D, F) (200 µg·mL^−1^). *C. albicans* wild type strains (A, B), the *C. albicans tup1Δ/tup1Δ* mutant (C, D) and the *C. albicans rim101Δ/rimΔ mutant* (E, F) are shown. Bars (A-F): 10 µm.

### SBTX-induced ultrastructural alterations in *C. albicans* cells

TEM of wild type cells revealed condensation and shrinkage of a heavily granulated cytosol and increased vacuolisation in SBTX-treated (400 µg•mL^−1^) *C. albicans* cells. Structural disorganisation and loss of cytoplasmic content were also observed in SBTX-treated cells (Figure 5B, C) when compared with control cells (Figure 5A).

**Figure 5:**
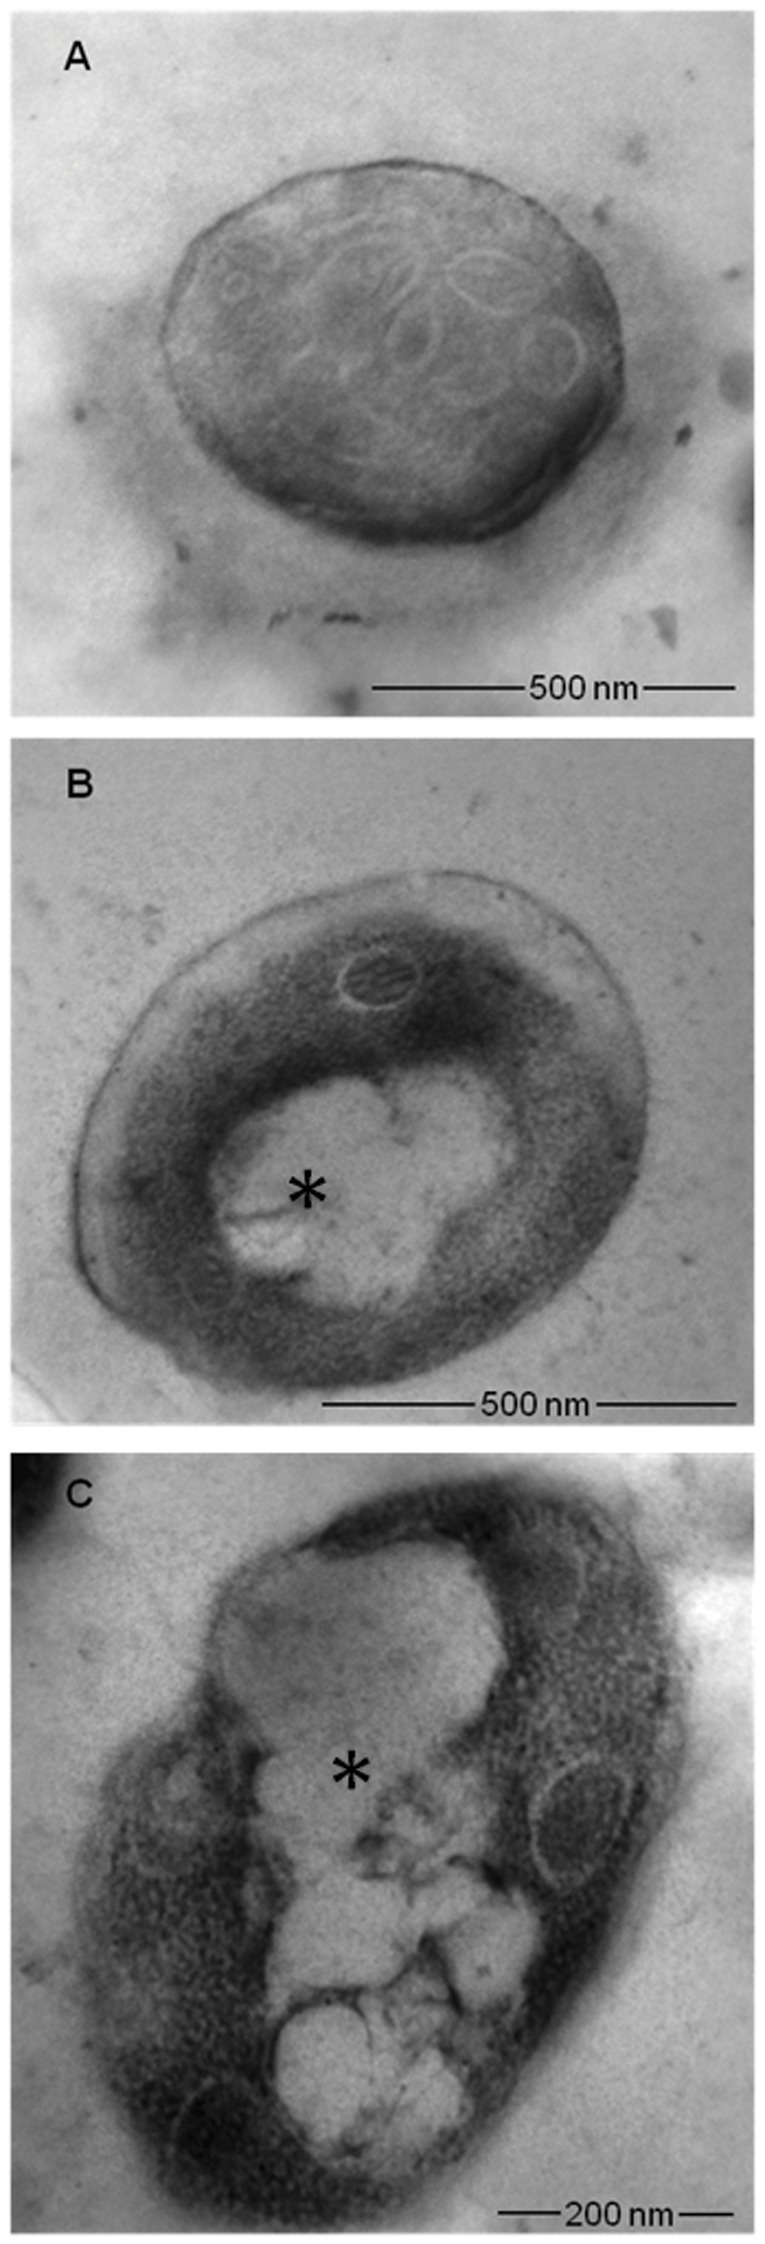
Transmission electron microscopy (TEM) of *C. albicans* in the presence of SBTX. Representative micrographs of single cells observed by TEM of *C. albicans* cultured in the absence (A) or presence (B, C) of SBTX (400 µg·mL^−1^). Asterisks indicate condensation and shrinkage of a heavily granulated cytosol and increased vacuolisation in *C. albicans* treated with SBTX.

## Discussion

Previously, we showed that SBTX inhibited morphological development in plant and human pathogenic fungi and that the presence of SBTX increased the membrane permeability of fungal cells [5]. In this work, we used TEM analysis of *C. albicans* cells to show that prolonged exposure to SBTX resulted in condensation and shrinkage of a heavily granulated cytosol, increased vacuolisation, loss of normal cell structure and loss of cytoplasmic content. The SBTX-induced modifications in *C. albicans* were even more prominent than those observed in *P. membranifaciens* [5].

To further investigate the transcriptional basis for the effects induced by SBTX and to shed light on its mechanism of action, gene expression analysis was performed on SBTX-treated and untreated *C. albicans* SC5314. Under the conditions investigated, neither culture produced hyphae and the SBTX-treated culture reached stationary phase at an OD_600_ that was approximately 50% of that at which untreated cells reached stationary phase. At the 18 h time point, several indicators of the transition to stationary phase were observed in the SBTX-treated cells, e.g., the downregulation of *PSF1, RIM1, HHT2, HHT21* and *HHF1.* As expected from the TEM analysis and previous phenotypic results, pathway analysis of differentially expressed genes during late log phase showed that several morphogenesis-related pathways and general stress responses were differentially regulated. Furthermore, nutrient sensory and uptake pathways were differentially activated in untreated and SBTX-treated cells.

Our first observation was that several starvation signals were activated. Intracellular levels of glucose appeared to be low, as the high-affinity glucose transporter *HGT1* [25] was activated and several other Mig1-regulated genes were derepressed. This derepression was most dramatic for enzymes of the Leloir pathway (*GAL1* and *GAL10*). Additionally, genes involved in other metabolic pathways indicating starvation were differentially expressed: Maltose (*MAL31*) and glycerol import (*HGT10*) were activated, gluconeogenesis was induced as indicated by *PCK1* derepression under low intracellular glucose levels [26], [27], glyoxylate cycle genes (*ICL1* and *MLS1*) were activated and the gene encoding 3-hydroxyacyl-CoA epimerase (*FOX2*), an enzyme essential in lipid oxidation, was also induced, indicating that exposure of *C. albicans* to SBTX must have led to fatty acid metabolism. Nevertheless, genes activated by the high extracellular glucose sensor Hgt4 [28], namely *HGT7*, *HXT5* and *AOX2*, as well as the glucose transporter *HGT2* remained transcriptionally active. This finding indicated the presence of sufficient glucose in the medium, which was also in accordance with the less dense growth of the culture compared with the control.

One significant difference between the cultures was that the SBTX-containing culture had high levels of protein (SBTX itself) as an additional carbon and nitrogen source, which may have interfered with glucose sensing. Indeed, *CAN1* and *GAP2,* both of which encode basic amino acid permeases, were upregulated in the presence of SBTX. However, no other transcriptional indicator of increased protein utilisation was found and the expression of secretory protease was unaltered (data not shown). Similarly, in previous control experiments [24], other proteins did not elicit the morphological effects induced by SBTX, indicating that the effects observed here were specific to SBTX and not a general response to protein utilisation. Taken together, these results show that the metabolic genes differentially regulated in our experiments are indicative of cell starvation despite the availability of sufficient nutrients in the medium. This is in agreement with the morphological alterations observed in TEM sections.

In *C. albicans*, starvation signals such as Mig1 derepression would normally trigger filamentation [29]; however, the cells failed to do so. In our transcriptional analysis, we observed the upregulation of the three central regulatory morphogenic factors, *RIM101, CRZ1* and *TUP1,* in the presence of SBTX. Rim 101 is a transcription factor that is proteolytically activated upon neutral to alkaline pH sensory input and triggers, among other processes, filamentation in *C. albicans* [30], [31]. In *Saccharomyces cerevisiae*, the presence of SBTX inhibited culture medium acidification [5]. Together with the increased transcription of *RIM101* and *CRZ1* [32], this is suggestive of a neutral to alkaline pH sensory input in *C. albicans*. Considering that the SBTX-induced growth inhibitory effect was less pronounced in the *C. albicans rim101Δ*/*rim101Δ* mutant, the regulatory event preventing this signal most likely does not lie in the Rim101 activation cascade but, rather, occurs further downstream.

On a molecular level, the failure to produce hyphae was evident through increased transcription of the gene for the morphogenic repressor Tup1. Tup1 acts in concert with Mig1 and Nrg1, which divide morphogenesis-responsive genes into subsets [29]. None of the singly or doubly Tup1/Nrg1-dependent genes were upregulated; all genes derepressed from this regulon were Mig1-dependent. In the *C. albicans tup1Δ/tup1Δ* mutant, SBTX growth inhibitory activity was reduced, showing that Tup1 is, at least in part, necessary for the inhibitory activity of SBTX. Similarly, filamentous growth was observed in *tup1Δ/tup1Δ* cells in the presence of SBTX, confirming the role of the *TUP1* gene in the suppression of the filamentous growth of *C. albicans* under these conditions.

Additionally, many of the genes found to be differentially regulated are part of the Hap43 regulon [33]. This observation raises the possibility that iron starvation may contribute to the underlying cellular dysfunction in SBTX-treated cells.

In summary, the results reported in the present study suggest a model for the molecular mechanism of action of SBTX in *C. albicans* (Figure 6). SBTX likely crosses the cell wall, affects the glucose sensor Hgt4, which is present in the cell membrane, and blocks nutrient uptake, causing starvation. However, although various ultrastructural alterations were observed by TEM, neither the starvation signal nor the activation of the alkaline response pathway triggered the production of hyphae. The most likely explanation for this finding is that, due to the presence of sufficient nutrients in the medium, conflicting signals are transmitted to the complex regulatory morphogenic network, eventually preventing the filamentation signal from reaching a significant threshold.

**Figure 6:**
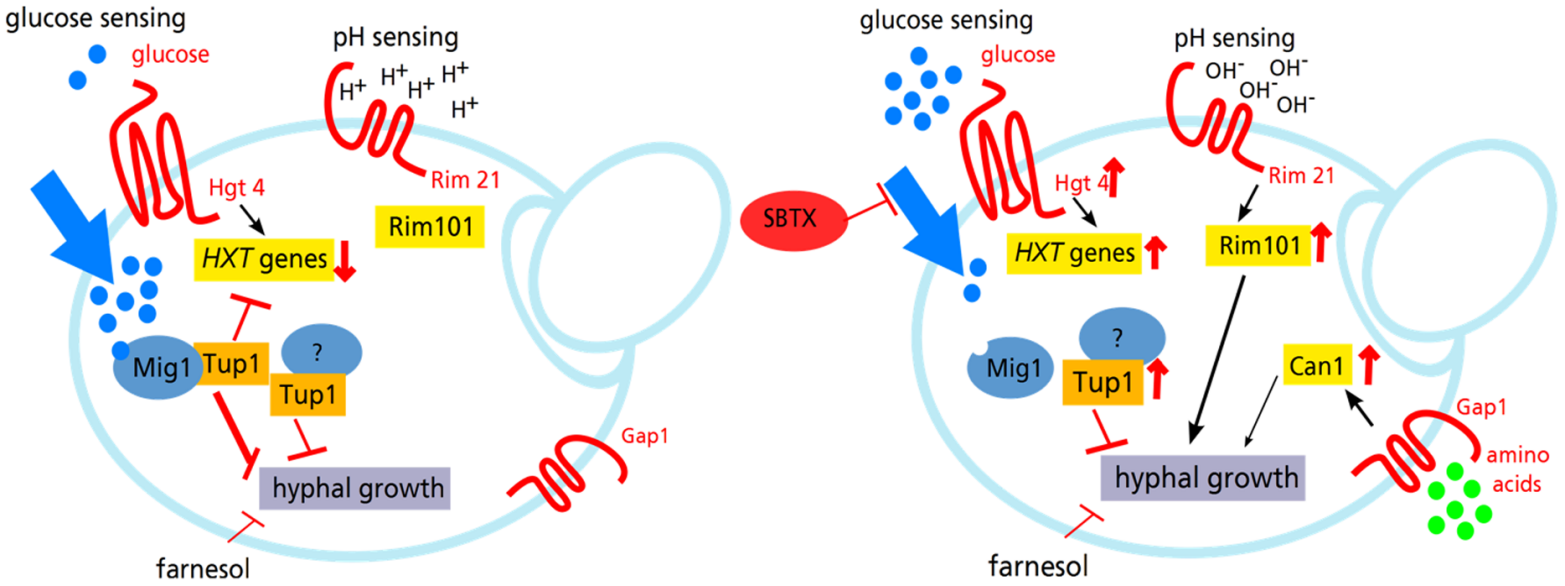
Hypothetical model for SBTX-induced signals in *C. albicans*. In the presence of SBTX (right panel), nutrient uptake is blocked, leading to cell starvation. The presence of sufficient nutrients in the medium may lead to conflicting morphogenic signals compared with untreated cells (left panel), eventually preventing hyphal growth. Blue dots: glucose; green dots: amino acids; red arrows: upregulation or downregulation; red bars: inhibition; black arrows: activation.

How the deposited data were processed for this re-analysis (not part of the article)

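Transcript levels of C. albicans SC5314 were measured on single-colour Agilent arrays in 8 samples: cells without SBTX and cells with 200 µg per mL SBTX, at 16 h and 18 h, in 2 experiments. The number of the experiment pairs the samples, since the labels and the Methods give it as a shared experiment. Deviations of same-numbered samples from their group means correlated between 0.33 and 0.57 across genes in each of the 6 pairs of groups. The arrays come from 1 slide and 1 scan, so neither could be used as a block, and the row of the slide coincides with the treatment.

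The authors extracted the spot intensities with Feature Extraction 9.5.3.1 and deposited them for each array, together with a table of processed values. On all 12940 rows that table equals the processed signal of the scanner output, an intensity after background subtraction that is not scaled between arrays. From these intensities, log2 values were computed here, and the 75th percentile of the 12404 gene probes was subtracted on each array. Control spots and spots marked as non-uniform or population outliers were left out of the gene values. The deposited indicator of signal well above background was used as a filter: a probe was kept if both samples of at least 1 of the 4 groups passed it. This left 10579 of the probes and 5442 of the 6202 open reading frames, and a gene's value is the mean of its probes. For the 5137 genes with 2 probes kept, the log2 SBTX/untreated ratios of the probes correlated between 0.66 and 0.81 across genes. Both probes differed by at least 1.5-fold in opposite directions for 2 genes at 16 h and 3 at 18 h in experiment 1, and for 66 and 116 in experiment 2.

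Of the identifiers, 6183 start with orf19 and the other 19 with CaalfMp. None of them matched the table of 6263 reference genes given for the organism, and the scanner output holds no descriptions. The files therefore do not pair identifiers with the gene names of Tables 2 and 3. The named genes, the functional categories and the gene set tests with camera and fry that had been intended are not analysed here. The rule for the genes named in the text was every gene the paper names and, at each time, those with the highest and lowest mean log2 change among genes meeting the criterion. Because no table pairs identifiers with names, it was limited to 2 identifiers that rose and 2 that fell, the highest and the lowest at each time. A further open reading frame was singled out by its sequence after its values were seen, and is given without its identifier. No coordinates are given, because no annotation of the assembly behind the array was used here.

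The criterion of a reproducible change of at least 1.5-fold was applied to the ratio within each experiment. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on group means over all 8 arrays, Benjamini-Hochberg adjustment), without a block, as the Methods name no model. The Methods do describe each untreated and SBTX-treated pair as an experiment, and only the fit with the experiment as a block takes account of that pairing. Where a probe was not well above background in any sample of a group, the fold is a bound. It compares the brighter group's mean with the dimmer group's mean of, per array, the higher of the lowest signal well above background and the probe's own. Within an experiment the same limit is set for a sample whose probes were not well above background. The limma and criterion steps were tested on simulated data for SBTX against untreated cells at 16 h, with 5439 genes of which 200 were changed. Noise was drawn independently for each array, without an effect shared by the samples of an experiment. With the spread of the real arrays limma recovered 27 of the changed genes with 3 false calls, and the criterion 150 with 428 false calls. With the spread reduced to 0.25 times that, limma recovered 187 with 15 false calls, and the criterion 196 with 23. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

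The following alternatives were chosen before the data were examined: normexp background correction with an offset of 50, quantile normalization, median scaling, no filter on dim probes, probes well above background on all 8 arrays, the brightest probe per gene, the deposited table of processed values, marked spots kept, the experiment as a replicate block, only the arrays of the same time, an added 1.5-fold minimum for limma, other readings of the criterion, and each array or experiment left out. Array weights with the block were added after the brightness of the arrays had been seen. Numbers expected at like brightness, with genes ranked by mean log2 signal over the 8 arrays and placed in 20 bins, were also added after seeing the data.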

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

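The comparison at like brightness was chosen only after its outcome had been seen, and so was its use in place of the rule set beforehand; the other tests in this part were fixed after the pattern had been seen and before their own outcome was known. At 16 h and 18 h the effect of SBTX went opposite ways for 20 genes, which were at least 1.5-fold higher in SBTX-treated cells in both experiments at 16 h and at least 1.5-fold lower in both at 18 h. If the times were unrelated, 7.7 such genes would be met, and 0 genes went the other way round, where 1.2 would. The median log2 change of the 20 genes was 1.57 at 16 h and -1.67 at 18 h. The difference between the times was tested in limma: 0 of the 20 reached an adjusted p under 0.05 for the interaction, 1 had an unadjusted p under 0.05, and with the experiment as a block 2 of the 20 reached an adjusted p under 0.05. One of these is orf19.701, which was not well above background on any array of 16 h, so that its rise at 16 h is not a measured one, and 9 of the 20 genes rest on 1 probe.

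A tendency of dim genes to be higher at 16 h and lower at 18 h may account for most of the set. If the times were unrelated among genes of like brightness (20 bins), 17.4 such genes would be met, and 16.5 to 17.9 with 10 or 40 bins. The reverse pattern would be met in 1.2 genes at like brightness, so the tendency goes 1 way. Of the 20 genes, 18 lay in the dimmest 25% of genes, with a median brightness percentile of 3.3. The treatments also differed in brightness in opposite ways at the 2 times: in both experiments the SBTX array was dimmer than the untreated one at 16 h (medians 2134 against 5984, and 63.5 against 262.7) and brighter at 18 h (6438 against 1862, and 118.8 against 19.0).

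The other tests gave mixed results once brightness was allowed for, and do not settle the cause. The rule set beforehand took 1.5 times the number expected from unrelated times as the limit, without regard to brightness, and by it each of the 3 technical explanations below would be excluded. Signal near background: 8 such genes were found among the 3539 genes with probes well above background on all 8 arrays, where 1.6 would be met, or 4.3 at like brightness. Normalization: the smallest number under normexp, quantile or median scaling was 9 genes, under quantile normalization, where 3.3 would be met, or 5.1 at like brightness, and normexp gave 130, where 38.9 would be met, or 142.8 at like brightness. SBTX arrays dimmer at 16 h and brighter at 18 h: 9 such genes were left with a loess brightness trend removed within each pair, where 4.2 would be met, or 6.9 at like brightness. No filter on dim probes gave 265 where 53 would be met, a 2-fold change in both experiments 8 where 0.7 would, and requiring every SBTX-treated sample to differ by 1.5-fold from every untreated sample 0 where 0.6 would, all without regard to brightness. These technical explanations stay open. A change of the response to SBTX between 16 h and 18 h is not needed to account for the number of genes, and 2 samples per group do not settle it.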

How the results depend on the processing

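Counts by the criterion depended strongly on the processing. Under normexp background correction, 605 genes were higher and 28 lower at 16 h, 4 higher and 350 lower at 18 h, and 11 shared in direction by both times. Under quantile normalization 120 were higher at 16 h and 89 at 18 h, and under median scaling 33 were higher at 18 h. Without the filter on dim probes, 635 were higher at 16 h and 518 lower at 18 h. With probes well above background on all 8 arrays, 66 were higher and 67 lower at 16 h, 7 higher and 88 lower at 18 h, and 12 shared. That filter also leaves fewer genes to test (3539). The share of higher genes among those meeting the criterion at 16 h was 63.6%, and it became 95.6% under normexp and 40.4% under quantile normalization. At 18 h it was 21.3%, and it became 1.1% and 37.1%. Normexp moved the median log2 ratio of all genes from 0.023 to 0.25 at 16 h and from 0.004 to -0.29 at 18 h. The cause of these shifts was not tested. The brightest probe per gene, the deposited table of processed values, which equals the scanner values and so moves nothing, and keeping marked spots left each count within 1.5 times that of the chosen processing.

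Other readings of the criterion gave other counts by construction. At 2-fold in both experiments there were 50 higher and 26 lower genes at 16 h, 1 higher and 72 lower at 18 h, and 10 shared. For a mean of at least 1.5-fold the counts were 614, 453, 565, 920 and 284 in that order. For all 4 ratios of SBTX-treated to untreated samples at least 1.5-fold they were 68, 49, 9, 48 and 5, and for a mean of at least 1.5-fold with an unadjusted limma p under 0.05 they were 57, 32, 25, 66 and 2. With either experiment left out, so that the other alone decided, the counts lay between 633 and 927 higher and 278 and 1076 lower at 16 h, 332 and 1369 higher and 364 and 1585 lower at 18 h, and 162 and 809 shared. In each of these cases the lower number comes from experiment 1 alone.

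The correlation across genes of the 16 h and 18 h effects, 0.13, reversed to -0.44 under normexp and to -0.39 without the filter on dim probes, and moved to 0.21 under quantile normalization and 0.198 with probes well above background on all 8 arrays. The cause was not tested. Experiment 1 alone gave 0.098 and experiment 2 alone 0.121.

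The limma counts stayed at 0 in each comparison under each background correction, scaling, filter, probe rule and left-out array. A left-out array leaves a group with 1 sample, which is assumed to vary like the other groups. With the experiment as a block, which pairs the samples, 2 genes were lower at 18 h, 2 had an interaction of treatment and time and 2 differed between untreated cells at 18 h and 16 h, and it changed no other call. These are the same 2 genes in the 3 comparisons, 1 of them orf19.701. Its kept probe was not well above background on 6 of the 8 arrays, both SBTX-treated samples of 18 h among them, and the other gene had no probe well above background on 3 of the 8, so these calls rest in part on signals near background. Array weights with the block, chosen after seeing the data, came out equal for both samples of each group and so could not weigh down the dim arrays. That fit called 2 genes lower at 18 h, 2 for the interaction, 2 for untreated cells and 2 lower in SBTX-treated cells at 18 h than in untreated cells at 16 h, and it adds no independent support. At an unadjusted p under 0.05 the contrast of SBTX-treated with untreated cells at 16 h gave 89 genes, against 17 under normexp, 116 under quantile normalization, 99 under median scaling and 214 with the block. At 18 h it gave 91 genes, against 3, 69, 101 and 353 in the same order. None of the named identifiers changed direction under any alternative that kept its probes.

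Signal over background limits these values. Of the genes meeting the criterion, those well above background on all 4 arrays of their time were 163 of 217 higher and 78 of 124 lower at 16 h, and 11 of 52 higher and 88 of 192 lower at 18 h. Slide position as a block was not run because it coincides with the treatment. The gene set tests were not run because identifiers are not paired with names.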

Differences from the paper's values

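The paper reports 39 upregulated genes at 16 h, and 217 were higher here. Among the alternatives set before the data were examined, a 2-fold change in both experiments (50 genes) and a mean of at least 1.5-fold with an unadjusted limma p under 0.05 (57 genes) come within 1.5 times the paper's value. Normexp, quantile normalization, median scaling, no filter on dim probes, probes well above background on all 8 arrays, the brightest probe, the deposited table, marked spots kept, a mean of at least 1.5-fold, all 4 ratios at least 1.5-fold and either experiment left out do not.

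The paper reports 22 downregulated genes at 16 h, and 124 were lower here. Normexp (28 genes), a 2-fold change in both experiments (26) and a mean of at least 1.5-fold with an unadjusted limma p under 0.05 (32) come within 1.5 times the paper's value, and the other alternatives named above do not.

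The paper reports 51 genes with altered expression at 18 h, and 244 met the criterion here. A 2-fold change in both experiments (73 genes) and all 4 ratios at least 1.5-fold (57) come within 1.5 times the paper's value. These match in number only: they comprise 1 higher and 72 lower genes, and 9 higher and 48 lower. The paper's tables of selected genes hold more higher than lower genes at 18 h. The other alternatives do not, among them a mean of at least 1.5-fold with an unadjusted limma p under 0.05 (91).

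Table 2 of the paper lists genes that were higher with SBTX at both times, and Table 3 lists none that was lower at both. Here, 2 genes were higher and 35 lower at both times. Quantile normalization gave 6 higher and 41 lower at both, median scaling 0 and 44, and normexp 0 and 11.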

Other observations

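The tests of dimming, of exchanged labels, of a wrong label on 1 array and of windows matched in GC content, and the numbers expected at like brightness, were chosen only after the results they bear on had been seen. The other tests in this part were fixed before their outcome was seen.

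The arrays of experiment 2 were dimmer than those of experiment 1. Dimming of the whole array by scanning or hybridisation would leave the ratio of gene to spike-in signal level, but the 75th percentile of the gene probes relative to the spike-ins was lower in experiment 2 by at least 5.18-fold (SBTX-treated cells at 16 h) and up to 50.96-fold (untreated cells at 16 h). A lower amount of labelled C. albicans RNA relative to the spike-ins in experiment 2 may be the cause: the ratio was lower there in 4 of 4 conditions. The spike-in signal itself was 7.03-fold and 5.84-fold higher in experiment 1 for SBTX-treated cells at 16 h and 18 h, and 0.51-fold and 1.97-fold as high for untreated cells. No biological explanation was tested.

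At 18 h the experiments disagreed in direction about as often as they matched: of the genes that passed 1.5-fold in both, 51.5% changed the same way, against 79.9% at 16 h. Genes near background on the dim arrays do not explain this, as the share was 53.4% at 18 h among genes with probes well above background on all 8 arrays. A trend with probe GC content and a trend with brightness fall short too, with 53.5% after a linear GC trend and 61.5% after a loess trend on brightness was removed within each pair. Replacing the untreated 18 h samples by the untreated 16 h samples as the reference gave 39.6%, which decides nothing, since it changes the reference in both experiments and adds the change from 16 h to 18 h. The untreated 18 h sample of experiment 2 alone therefore stays open as a source. It had the lowest share of probes well above background (50.6%), and the untreated samples of 18 h correlated least between experiments (0.877, against 0.933 to 0.946 in the other groups). Differences between the cultures of the experiments stay open and were not tested.

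With all SBTX-treated samples set against all untreated samples, 219 genes had an unadjusted p under 0.05 in limma and 0 an adjusted p under 0.05. Of the 35 splits of the 8 arrays into 4 and 4, 17 gave at least as many, so chance cannot be excluded. The split by experiment gave 730 genes, of which 99 had an adjusted p under 0.05, and the split by time 436. With the experiment as a block, the mean of the 16 h and 18 h contrasts gave 358 genes at an unadjusted p under 0.05 and 0 adjusted. In the fit without a block, among the 8 splits that part all 4 pairs of samples, the real split gave the most genes, 219 (1 of 8). The others, which exchange the samples within 1 or more pairs, gave at most 195. The splits were not run with the block.

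In the same direction in all 4 pairs, 37 genes changed by at least 1.5-fold. Exchanging the samples within pairs gave between 2 and 28 genes, so 1 of the 8 exchanges, the real labels, reached 37. A share under 0.05 cannot be reached with 8 exchanges, and chance cannot be told apart from an effect of SBTX by this count.

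If SBTX shifted cells along the growth curve, its effect would correlate across genes with the change from 16 h to 18 h in untreated cells of the other experiment, with 1 sign throughout. The correlations were -0.04 and -0.30 for SBTX in experiment 1 at 16 h and 18 h, and 0.11 and -0.13 for experiment 2, so 1 of 4 combinations sharing no array was positive. The change in untreated cells correlated at 0.30 between experiments.

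A candidate for AOX2 on the array comes from sequence alone. The reverse complement of the AOX2 reverse primer in Table 1 ends in the 12 bases CCTGAAGTGGCA, with which a probe of 1 open reading frame starts, and no other primer of the 4 genes tested by qRT-PCR overlapped the end of a probe by more than 10 bases. Sets of 8 random sequences of the primers' composition gave an overlap as long in 3.20% of 10000 sets, sets of windows from the probes of other genes in 22.29%, and windows matched in GC content in 21.76%. The identity therefore stays open, and another gene of similar sequence is possible. Table 2 lists AOX2 as higher with SBTX at both times. The paper also reports AOX2 as higher after 16 h by qRT-PCR with these primers. The candidate was lower on the array labelled SBTX in each pair: 3.79-fold in experiment 1 and at least 5.53-fold in experiment 2 at 16 h, and at least 6.44-fold and 15.7-fold at 18 h. The bounds stand where a probe was not well above background in the SBTX sample. The probe that was well above background in all 4 samples of 18 h was 11.2-fold lower. The candidate's log2 change at 18 h, computed from all signals as they stand, was -4.04 on all arrays. Within experiment 1 it was -3.36 and within experiment 2 -4.73. In the fit without pairing, its size depended on single arrays. It became -1.33 without the untreated 18 h sample of experiment 2 and -6.75 without that of experiment 1. With any other array left out it lay between these values. Leaving out an array of 18 h sets samples of different experiments against each other. This range therefore includes the difference between the experiments and is not the spread of the paired ratios. Limma called the candidate at neither time (adjusted p = 0.999 at 16 h and 0.945 at 18 h). A wrong label on 1 array would leave the other pairs as in Table 2, but the candidate was lower in 4 of 4 pairs that share no array. Normalization between arrays does not turn it round either, as the highest log2 change under normexp, quantile or median scaling was -1.27, computed from all signals as they stand. An exchange of untreated and SBTX arrays in the labels, or an inverted ratio in the paper, remains a candidate explanation that cannot be told apart from a wrong identity of the probe. The rise of AOX2 by qRT-PCR speaks against an inverted ratio in the paper, but leaves an exchange of the deposited labels open. The genes lower at both times (35, against 2 higher) go with an exchange or an inversion. The balance of higher and lower genes at each time decides nothing. At 18 h it was 52 higher against 192 lower, but unrelated experiments would give 54.1 and 156.9 among genes of like brightness, and the share of higher genes, 21.3%, became 1.1% under normexp and 37.1% under quantile normalization. At 16 h it was 217 against 124, where 129.7 and 57.4 would be met at like brightness, and more genes were lower than higher under quantile normalization (120 against 177), with 66 against 67 for probes well above background on all 8 arrays.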
